A study of Mus musculus with 14 samples. Its data were reported in "β-Hydroxy-β-Methylbutyrate Supplementation Promotes Antitumor Immunity in an Obesity Responsive Mouse Model of Pancreatic Ductal Adenocarcinoma" (2021).

How the data were processed

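Gastrocnemius muscle of 14 mice bearing subcutaneous Panc02 pancreatic tumours was profiled on Affymetrix Clariom S mouse arrays, with 1 array per animal. Groups were taken from the sample titles, which name 7 control arrays and 7 HMB arrays. The titles and the series design give diet alone. The treatment text of the labels also mentions anti-PD1, without stating whether any of these 14 mice received it, and its extraction text speaks of tumour although the tissue field names gastrocnemius muscle.

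The deposited values are read as log2, with a summarised intensity for each probeset. The lower quartiles of the arrays were 3.68 to 3.87 and the upper quartiles 10.43 to 10.50. The scale was inferred from the values and is not given in the sources used here, and neither are the background correction, summarisation and normalisation. The highest value per array was 19.21 to 19.54, above what the range of a scanner gives on that scale. Differences are therefore given in log2 units and no fold is printed.

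The table held 28846 probesets, of which 22206 measured genes, 5222 were intron controls, 1324 exon controls and 94 other controls. Gene probesets with exactly 1 gene symbol (19572) were kept, and 2634 without a symbol were left out of the main analysis. For 55 genes with several probesets these were averaged, giving 19505 genes. No filter on dim genes was applied. Background was read from the intron controls: the 95th percentile was 10.53 to 10.87 over the arrays and the median 6.25 to 6.67. In all, 5590 genes lay above that percentile on at least 1 array. For arrays the number of animals limits the precision.

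HMB was compared with control in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided), and p values were adjusted by Benjamini-Hochberg over all genes, with a threshold of 0.05. Simulated changes were planted in the same design as a test on simulated data. At a log2 change of 0.5 limma recovered 14% of them, at 1 it recovered 58%, at 2 it recovered 98% and at 3 it recovered 100%, and 0.0311% of unchanged genes were called. A simulated list shift of 0.2 was recovered, and 0% of 37 unshifted lists were called. Genes were simulated independently of each other, so this does not give the rate of false list calls on arrays whose genes vary together.

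The test, the gene lists, the rule for named genes and the alternatives, except 2 added later, were fixed before the data were examined. Genes named singly are the 12 higher and the 12 lower genes of smallest unadjusted p, since no gene passed the adjusted threshold. To these are added the 2 to 4 members of smallest unadjusted p of each list described. Added too is a fixed panel of 16 genes of myogenesis, atrophy, growth, NF-kB signalling and the PD-1 axis. The plan called the panel genes of the study, although several (Fbxo32, Trim63, Mstn, Ppargc1a, Myf6, Myog, Nfkbia and Cd274) are not named in the paper. A few other marker genes of control 7, HMB 4 and the nerve list were chosen after their values were seen. The 38 gene lists held 1018 entries, of which 930 were measured. They covered complex I, complex II to V, mitochondrial ribosome and translation, mitochondrial biogenesis, fatty acid oxidation, glycolysis, leucine and HMB metabolism, cholesterol synthesis, cytosolic ribosomal proteins, PI3K and mTORC1 signalling, amino acid starvation, heat shock, atrophy, myogenesis, slow and fast fibres, NF-kB and TNF targets, interferon response, MHC, immediate early genes, glucocorticoid targets and the circadian clock. Marker lists covered macrophages, neutrophils, mast, T, B and NK cells, lymph node stroma, adipocytes, endothelium, fibroblasts and matrix, smooth muscle, Schwann cells and nerve, keratinocytes, tendon, erythroid cells and the cell cycle.

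Lists were tested with limma's camera at a preset correlation of 0.01, which compares a list with all other genes, and adjusted over the 38 lists. Beside it stand camera with an estimated correlation, camera on ranks, fry, an exact permutation test of the list mean per array over all 3432 splits (smallest possible p 0.000583), and a weighted running-sum enrichment with 100 permutations of the array labels. The last takes the place of the enrichment analysis of the study, whose gene set collections were not used here. Principal components were computed on centred values of all genes and again on the 500 genes of largest absolute t.

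Alternatives were renewed quantile normalisation, centring of each array on its median, filters on dim genes, the brightest probeset of a gene, all gene probesets, a variance prior with trend and robust settings, array weights, the replicate number as a block, the methods' unpaired t statistic and leaving out each array in turn. Chosen after seeing the data were a fit without control 7 and HMB 4, and a fit with the slow fibre list mean as a covariate. The part of a shift carried by slow fibre genes, also chosen late, is the within-group slope on that list mean times its difference. Splits of the 14 arrays into groups of 7 were drawn with a fixed seed, 100 in all with the real split included. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.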

Results

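Gene expression was measured in gastrocnemius, a calf muscle made mostly of fast fibres, from 14 tumour-bearing mice. Of these, 7 were fed a control diet and 7 the diet with β-hydroxy-β-methylbutyrate (HMB), a leucine metabolite taken as a supplement to preserve muscle. The array gave values for 19505 genes, written below as mean ± SD in log2 units with n = 7 arrays per group. Array medians ran from 6.52 to 6.91, and 22.1% to 24.5% of genes per array exceeded the background set by intron control probesets. Control 7 separated exon from intron controls least well (area under the curve 0.822, other arrays 0.846 to 0.861). Its median correlation with the other arrays was 0.960, against 0.977 to 0.986 for the others.

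The comparison of HMB with control asked whether the supplement alters inflammatory signalling in muscle of mice with tumours. HMB muscle had higher mean levels of genes for the mitochondrial ribosome (0.19 log2 units, without control 7 0.09), for complex I (0.14, without control 7 0.044), for complexes II to V (0.14, without control 7 0.053) and for fatty acid oxidation (0.19, without HMB 4 0.10). It had lower levels of Schwann cell and nerve genes (-0.53, without HMB 5 -0.38), of extracellular matrix genes (-0.28, without control 3 -0.12) and of cell cycle genes (-0.31, without control 3 -0.17). B cell genes (-0.90) and T cell genes (-0.59) had lower means in HMB, and without 1 array, control 7, the differences were -0.013 and -0.0036. No single gene passed limma's adjusted threshold.

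In limma's camera test with a preset correlation, 6 of 38 lists were higher in HMB and 8 were lower past the adjusted threshold, and 67 of 100 splits of the arrays, the real one included, gave as many lists. With an estimated correlation the count was 0, with fry 0, with label permutations of a running sum 0, and with the exact permutation test 0 after adjustment and 2 before it (Schwann cell and nerve, mitochondrial ribosome). Camera on ranks, which kept the preset correlation of the main test, called 13 lists. Without control 7 camera called 5, all of them among the 14: mitochondrial ribosome, Schwann cell and nerve, extracellular matrix, cell cycle and keratinocyte genes. With that array left out, camera with an estimated correlation called 0 and the exact permutation test called 0 after adjustment. Without control 3 camera with the preset correlation called 9.

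**Figure D1:**
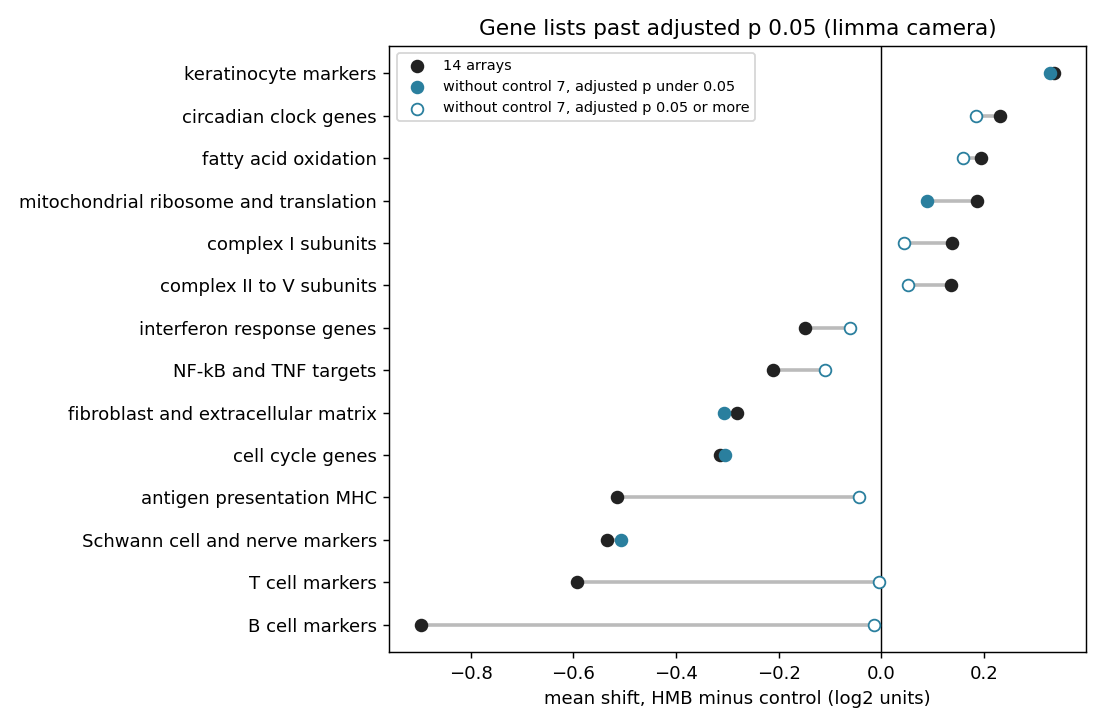
Mean shift of each of the 14 called gene lists, HMB minus control, in log2 units, over 14 arrays (black) and without control 7 (blue, filled where the adjusted p of limma's camera stayed under 0.05). The T cell list moves from -0.59 to -0.0036 and the Schwann cell and nerve list from -0.53 to -0.51.

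Genes of mitochondrial translation had a higher list mean in HMB muscle. Of 84 measured members 77 had a higher mean, and the list mean was 11.33 ± 0.27 in control and 11.52 ± 0.08 in HMB, with 7 of 7 HMB arrays above the control mean (adjusted p 7.56e-10 by limma's camera, and adjusted p = 0.716 with an estimated correlation). The initiation factor Mtif3 was at 9.69 ± 0.43 in control and 10.21 ± 0.14 in HMB, and the large subunit proteins Mrpl43 and Mrpl44 differed by 0.51 and 0.40. None of these members passed a test adjusted over the list alone (smallest p 0.475). Control 7 had the lowest list mean of the controls (10.75, others 11.32 to 11.52), and without it 5 of 7 HMB arrays lay above the control mean and the shift was 0.09 (adjusted p 0.000738 by limma's camera, and adjusted p = 0.947 with an estimated correlation).

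Subunits of the respiratory chain had higher list means as well, with 33 of 35 complex I genes and 40 of 41 genes of complexes II to V higher by mean in HMB, of which 0 passed adjusted over their list. The complex I mean was 14.34 ± 0.26 in control and 14.48 ± 0.09 in HMB (adjusted p 0.000136 by limma's camera, and adjusted p = 0.716 with an estimated correlation), and complexes II to V gave adjusted p 3.35e-05 by limma's camera (adjusted p = 0.716 with an estimated correlation). The complex I subunits Ndufb8 (10.96 ± 0.43 and 11.37 ± 0.19) and Ndufa12 differed by 0.40 and 0.19, and the muscle forms of cytochrome oxidase subunits Cox8b and Cox7a1 differed by 0.38 and 0.39. The ATP synthase subunit Atp5e differed by 0.36. Control 7 had the lowest complex I mean (13.78, other controls 14.32 to 14.55) together with the highest B cell mean (10.75, other controls 4.41 to 4.73). With each array centred on its median complex I shifted by 0.21 and complexes II to V by 0.21, and with array weights both by 0.08. Without control 7 complex I gave 0.04 (adjusted p 0.210 by limma's camera) and complexes II to V 0.05 (adjusted p 0.0827 by limma's camera). The study named oxidative phosphorylation, mitochondrial translation and inflammatory gene sets from these same arrays, so the direction of these lists is not independent evidence.

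Fatty acid oxidation genes had a higher mean in 21 of 22 members, of which 0 passed adjusted over the list (adjusted p of the list 0.00721 by limma's camera, and adjusted p = 0.716 with an estimated correlation). Mlycd, which degrades malonyl-CoA, was at 10.03 ± 0.36 in control and 10.77 ± 0.45 in HMB, and the mitochondrial thioesterase Acot2 differed by 0.70. The list mean differed by 0.19, and the call was lost without control 2 (0.12), control 3 (0.14), control 7 (0.16), HMB 4 (0.10) or HMB 7 (0.12), while without control 1 the shift was 0.29. Array weights also ended it (0.14). With the slow fibre list mean as a covariate, a fit added after the values were seen, it was 0.12 (adjusted p 0.0908 by limma's camera). Circadian clock genes shifted by 0.23 (adjusted p 0.0464 by limma's camera, and adjusted p = 0.716 with an estimated correlation), with 11 of 17 members higher, among them the clock output repressor Ciart (9.42 ± 1.20 and 11.11 ± 0.76) and the transcription factor Hlf (1.10 higher). Leaving out any of 10 single arrays ended that call, with shifts of 0.19 without control 7 to 0.24 without control 6, and so did renewed quantile normalisation (0.25), median centring (0.30), the filter at the median level (0.30), array weights (0.24) and camera on ranks.

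Schwann cell and nerve genes had a lower list mean in HMB muscle. The list mean was 7.10 ± 0.19 in control and 6.57 ± 0.44 in HMB, all 14 members had a lower mean (11 of them under the intron percentile on all arrays), and 7 of 7 HMB arrays lay below the control mean (adjusted p 2.42e-07 by limma's camera, and adjusted p = 0.419 with an estimated correlation). The exact permutation test of the list mean gave p 0.00233, and 0.0886 after adjustment over the 38 lists. Adjusted over the list alone, 2 myelin genes passed, Ncmap (7.31 ± 0.45 and 6.24 ± 0.87) and Pmp22 (14.95 ± 0.32 and 14.08 ± 0.72), and adjusted over all genes 0 did. Mbp, a main protein of myelin, was at 12.01 ± 0.34 and 10.93 ± 1.05. Without control 7 the shift was -0.51 (adjusted p 7.4e-06 by limma's camera, adjusted p = 0.809 with an estimated correlation, adjusted exact p 0.310). HMB 5 had the lowest list mean (5.65, other HMB arrays 6.37 to 6.88).

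**Figure D2:**
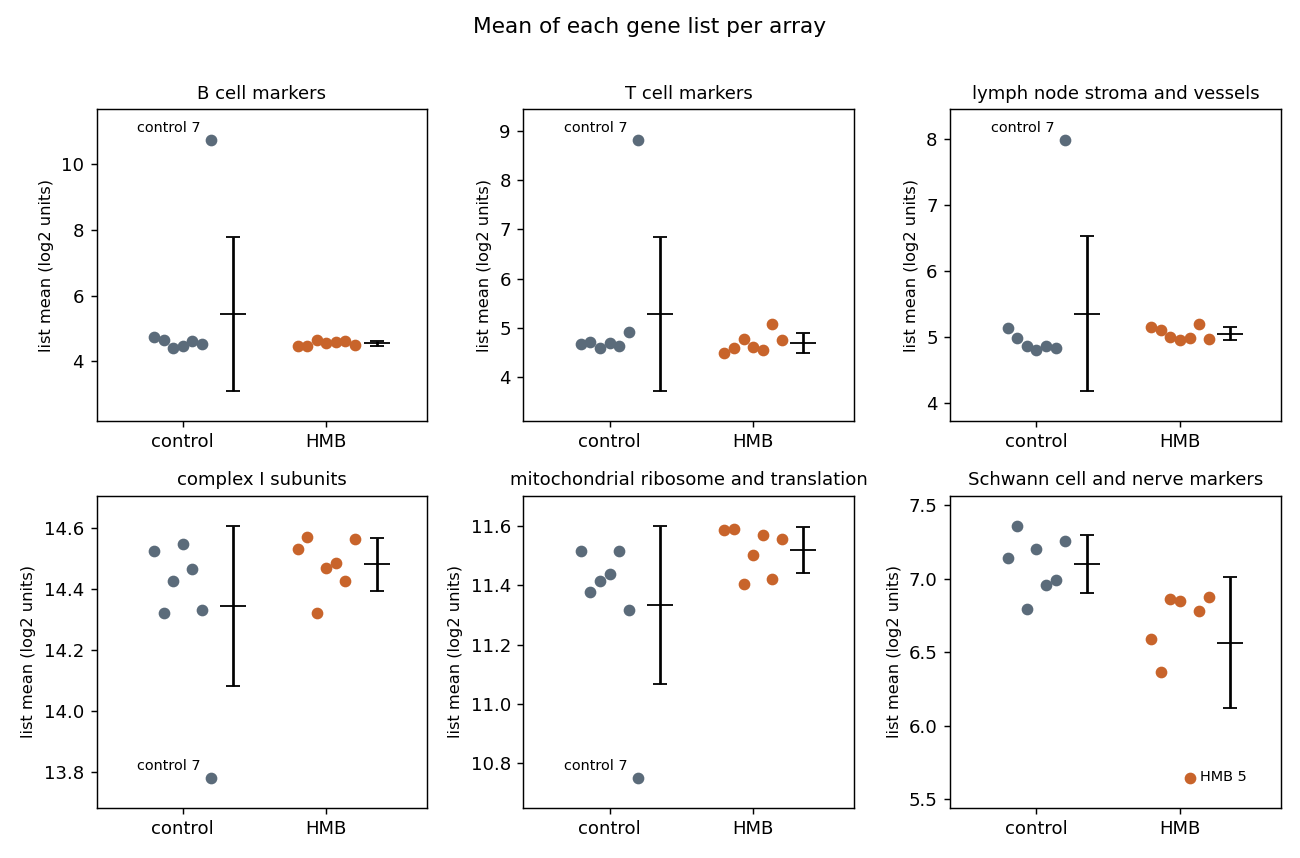
Mean log2 level of 6 gene lists on each array (points), with the group mean and SD (black bars) to the right of the points. Control 7 lies above all other arrays in the B cell, T cell and lymph node lists and below them in complex I and mitochondrial ribosome genes, and the 7 HMB arrays lie below the control mean of the nerve list.

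Genes of fibroblasts and extracellular matrix had a lower list mean, with a lower mean in 24 of 30 members, of which 0 passed adjusted over the list (adjusted p of the list 0.000136 by limma's camera, and adjusted p = 0.716 with an estimated correlation). The basement membrane collagen Col4a2 was at 9.32 ± 0.34 and 8.66 ± 0.30, and Col15a1 and Col14a1 differed by -0.92 and -0.72. Control 3 had the highest matrix list mean (11.15, other controls 9.83 to 10.20), and the shift was -0.12 without control 3 (adjusted p 0.109 by limma's camera), -0.18 without HMB 5 and -0.43 without HMB 4. Cell cycle genes had a lower list mean, with a lower mean in 33 of 42 members, of which 0 passed adjusted over the list (adjusted p 0.00165 by limma's camera, and adjusted p = 0.716 with an estimated correlation), among them the DNA helicase Hells (6.36 ± 0.97 and 4.64 ± 1.31) and the DNA methylation cofactor Uhrf1 (7.24 and 6.59), both under the intron percentile on all arrays. Of the 42 members 40 lay under it on all arrays, and in 26 both group means were under the lowest intron median, so this list was measured mostly at background. That shift was -0.17 without control 3 (adjusted p 0.112 by limma's camera), -0.18 without control 6 (adjusted p 0.0826 by limma's camera) and -0.52 without HMB 4, and it ended among genes at or above the median level (-0.07).

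Keratinocyte markers had a higher list mean in HMB (4.32 ± 0.06 and 4.66 ± 0.77, adjusted p 0.00776 by limma's camera, and adjusted p = 0.716 with an estimated correlation), with 20 of 21 higher by mean, of which 0 passed adjusted over the list. This list too was measured mostly at background, since 20 of the 21 members lay under the intron percentile on all arrays and in 19 both group means were under the lowest intron median. On HMB 4 the list mean was 6.37, against 4.20 to 4.69 on the other HMB arrays, and without HMB 4 the shift was 0.05 (adjusted p 0.813 by limma's camera). Array weights gave 0.21 (adjusted p 0.0739 by limma's camera). The epidermal genes Krtdap and Sbsn differed by 1.17 and 0.58.

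Lymphocyte genes had a lower mean in HMB muscle, with control 7 far above all other arrays. All 24 B cell genes and 24 of 25 T cell genes had a lower mean in HMB (adjusted p 2.92e-05 and 0.000136 by limma's camera, and adjusted p = 0.716 for both with an estimated correlation). Btla, an inhibitory receptor of lymphocytes, differed by -1.54, Fcrla by -1.01 and the helper T cell receptor Cd4 by -0.91, and the lymph node homing receptor Ccr7 by -0.43. On control 7 the B cell antigen receptor gene Cd79a was at 13.16 (other arrays 3.37 to 5.07) and Cd3e of the T cell receptor complex at 12.06 (2.77 to 5.56). In 19 of the 24 B cell genes and 18 of the 25 T cell genes both group means lay under the lowest intron median. MHC genes shifted by -0.51 (19 of 21 lower by mean, of which 0 passed adjusted over the list, with adjusted p of the list 0.00167 by limma's camera, and adjusted p = 0.716 with an estimated correlation), with control 7 at 11.92 and the other controls at 8.15 to 9.44. The MHC class II gene H2-DMb1 was at 13.21 on control 7 and at 7.17 to 9.99 on the other arrays. With array weights the MHC shift was -0.21 (adjusted p 0.187 by limma's camera), and without control 7 it was -0.04 (adjusted p 0.933 by limma's camera), that of B cell genes -0.013 (0.953 by the same test) and that of T cell genes -0.0036 (0.933).

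Inflammatory target genes had lower list means. NF-kB and TNF targets were at 6.89 ± 0.37 in control and 6.68 ± 0.19 in HMB, with 33 of 48 lower (adjusted p 0.0237 by limma's camera, and adjusted p = 0.716 with an estimated correlation). The monocyte chemokine Ccl2 was at 5.92 ± 0.44 and 4.59 ± 0.70, the only member to pass adjusted over the list alone (p 0.0191), with an adjusted p over all genes of 0.864 by limma, and its group means lay under the lowest intron median (6.25). In 24 of the 48 members both group means did. The receptor Tnfrsf9 differed by -0.65, Traf1 by -1.16, and the early response gene Ier3 by 0.90. Interferon response genes were at 7.69 ± 0.33 and 7.54 ± 0.28, with 35 of 50 lower by mean and 38 under the intron percentile on all arrays (adjusted p 0.0302 by limma's camera, and adjusted p = 0.716 with an estimated correlation). Adjusted over that list 0 members passed. Parp14 and Mx2 of that list differed by -0.72 and -0.74, and Ifi35 by 0.42. With each array centred on its median both lists kept their call (-0.14 and -0.08). Both calls were lost with renewed quantile normalisation (-0.17 and -0.12), among genes at or above the median level (-0.060 and -0.13) and with array weights (-0.18 and -0.09). With control 7 left out, NF-kB and TNF targets differed by -0.11 (adjusted p 0.319 by limma's camera) and interferon genes by -0.06 (adjusted p 0.668 by limma's camera). The NF-kB call also ended without control 3, control 6, HMB 1, HMB 2, HMB 5 or HMB 7 (-0.17 to -0.19), and the interferon call without control 3, control 6, HMB 2, HMB 3 or HMB 5 (-0.09 to -0.12).

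Macrophage and monocyte markers did not pass (-0.06, adjusted p 0.949 by limma's camera), and without HMB 4 they gave -0.25 (adjusted p 0.0433 by limma's camera). Lymph node stroma (-0.30, without control 7 0.14), NK cell (-0.19, without control 7 0.0028), mast cell (-0.20), neutrophil (0.10) and adipocyte markers (-0.13, without control 7 0.37) did not pass either over all arrays. Without HMB 4 mast cell markers gave -0.42 (adjusted p 0.000827 by limma's camera), and without HMB 7 adipocyte markers gave -0.44 (adjusted p 0.0262 by limma's camera). Background limits several of these lists. All 19 NK cell and all 17 neutrophil markers lay under the intron percentile on all arrays, as did 9 of 11 mast cell and 25 of 35 macrophage markers. Among muscle lists, slow fibre genes differed by 0.49 (adjusted p 0.186 by limma's camera), fast fibre genes by 0.08, myogenic genes by 0.14, atrophy genes by 0.07 (adjusted p 0.0575 by limma's camera) and glycolysis by 0.04. Slow fibre genes passed without control 1 (0.75), control 4 (0.92), HMB 3 (0.88) or HMB 5 (0.80) and were at -0.20 without control 2, atrophy genes passed without any of 5 single arrays (0.08 to 0.13), with median centring (0.14) and with the dimmest genes filtered out (0.07) but were at 0.0047 without HMB 4, and myogenic genes passed without control 3 (0.28) but were at 0.0035 without control 7. Leucine and HMB metabolism (0.14), mitochondrial biogenesis (0.11), cholesterol synthesis (-0.14), cytosolic ribosomal proteins (0.00032), heat shock (-0.03), immediate early (-0.08) and glucocorticoid target genes (0.04) did not pass over all arrays, while without control 1 mitochondrial biogenesis (0.20), without control 2 cholesterol synthesis (-0.21) and glucocorticoid targets (0.26), and with median centring cholesterol synthesis (-0.07) did. Other arrays moved these lists the opposite way: without control 7 mitochondrial biogenesis was at 0.050 and cholesterol synthesis at -0.08, and without HMB 4 glucocorticoid targets were at -0.23. Endothelial (0.00034), smooth muscle (-0.06) and erythroid genes (0.05) did not pass. Amino acid starvation (-0.06), PI3K and mTORC1 signalling (-0.04) and tendon genes (0.02) did not pass, and for these last lists the sign of the mean was opposite to the direction of the test. The median member of the heat shock list (0.018) and of the endothelial list (-0.04) had the opposite sign to the mean.

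By single genes, limma called 0 of 19505 past the adjusted threshold (smallest adjusted p 0.313, Gm5039). At an unadjusted p under 0.05 it counted 885, of which 458 were higher and 427 lower, where chance alone gives 975. The methods' t statistic gave 0 after adjustment and 853 before. With each array centred on its median, limma gave 0 after adjustment and 873 before, of which 631 were higher and 242 lower.

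The 24 genes of smallest unadjusted p, 12 higher and 12 lower in HMB, had limma adjusted p of 0.313 to 0.990. In 23 of them no array lay above the intron background percentile, and in 16 both group means lay under the lowest intron median. Inmt, a methyltransferase, had 1 HMB array above it (7.68 ± 0.80 in control and 9.38 ± 0.997 in HMB). Among higher values, the mitochondrial nucleotide hydrolase Hint2 was at 6.20 ± 0.36 and 7.28 ± 0.37, Nagpa, which completes the sorting tag of lysosomal enzymes, at 7.44 ± 0.36 and 8.35 ± 0.23, and the DNA repair nuclease Fen1 at 6.28 ± 0.36 and 7.05 ± 0.18. Differences were 1.13 for Slurp2, 0.88 for Gpatch3, 0.81 for Pnma5, 0.76 for Tfr2, 0.72 for Nuggc, 0.70 for Kcne2, 0.63 for Ccno and 0.61 for Ect2l. Among lower values, the predicted gene Gm5039 was at 7.80 ± 0.32 and 6.51 ± 0.46, the adhesion molecule Cdh2 at 7.07 ± 0.34 and 6.22 ± 0.45, and Elmo1, which acts in cell engulfment, at 8.74 ± 0.65 and 7.47 ± 0.62. Elmo1 was highest on control 7 (10.15). Differences were -1.33 for Ccl2, -1.05 for Grik2, -1.01 for Vmn1r236, -0.87 for Rufy4, -0.74 for Sfmbt2, -0.72 for Olfr641, -0.71 for Arid5a, -0.67 for Col4a2 and -0.63 for Col9a1.

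A fixed panel held 16 genes of myogenesis, atrophy, growth, NF-kB signalling and the PD-1 axis, of which 15 were measured (Nfkb1 was not). By limma 0 passed, either adjusted over the list alone or at an unadjusted p under 0.05. The myogenic factors Myod1 and Myf6 were at 8.75 ± 0.87 and 14.63 ± 0.37 in control and at 8.57 ± 1.23 and 14.81 ± 0.24 in HMB, and Myog was at 4.79 and 5.07. The slow myosin Myh7 was at 9.72 ± 3.36 and 9.89 ± 3.57. The atrophy ligases Fbxo32 (15.29 ± 0.19 and 15.48 ± 0.34) and Trim63 (15.69 and 15.63), the growth inhibitor Mstn (14.68 and 14.53) and the growth factor Igf1 (14.10 and 13.89) did not pass either. Tnf was at 2.91 and 3.06, the NF-kB subunit Rela at 13.51 and 13.53, its inhibitor Nfkbia at 11.09 and 11.06, Ppargc1a at 14.24 and 14.35 and Mtor at 11.15 and 11.16. Cd274, which encodes PD-L1, was at 7.98 and 8.30, and Pdcd1, which encodes PD-1, at 3.64 and 3.39. In all, 5 panel genes lay under the 95th percentile of the intron controls on all arrays: Cd274, Pdcd1, Myod1, Myog and Tnf. Of these, Cd274 and Myod1 had group means above the highest intron median (6.67). Pdcd1, Myog and Tnf had group means under the lowest (6.25).

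On the principal components of all genes the groups overlapped. Component 1 (24.7% of variance) gave an exact permutation p of 0.362 and component 2 (12.6%) of 0.769. Control 7 lay at 122 on component 1 (other arrays -25.7 to 18.2), and HMB 4 at -75.5 on component 2. After selecting the 500 genes of largest absolute t, the groups separated with no overlap on component 1, and so did 98 of 99 other splits of the arrays with the selection repeated.

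**Figure D3:**
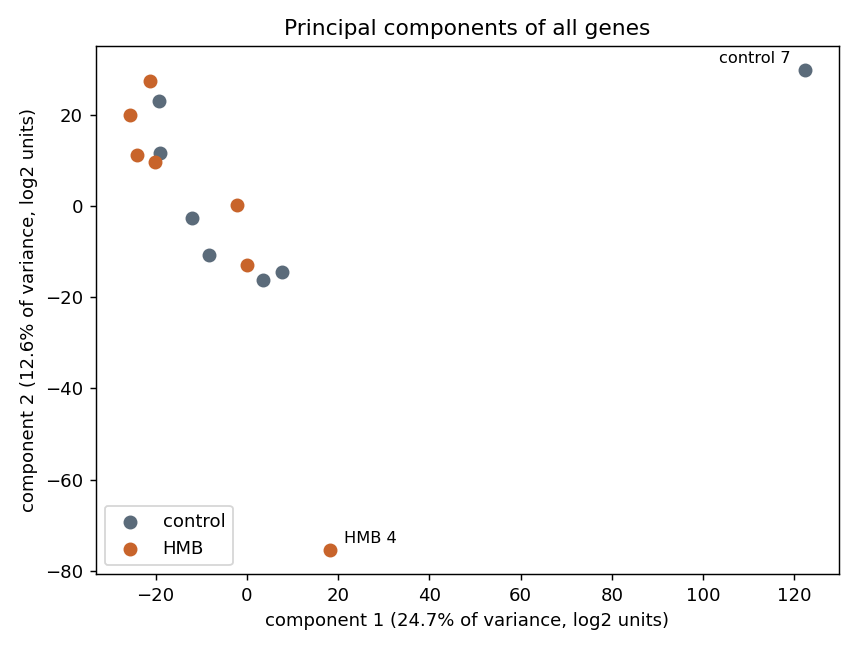
Positions of the 14 arrays on principal components 1 and 2 of all genes, in log2 units (control grey, HMB orange). The groups overlap, control 7 lies apart at 122 on component 1 and HMB 4 at -75.5 on component 2.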

Values the study reported

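The study gave HMB at 1% of the diet by weight. In its first experiment it reported no change of muscle fibre size with HMB within lean or within obese mice. Across both diets it reported an association of HMB with larger gastrocnemius size (p = 0.029, two-way ANOVA). The figure given for this shows the minimal Feret's diameter, the study's measure of fibre size. That p is therefore for fibre size and not for the size of the whole muscle. These array data come from its second experiment, in which fibre size is not quoted. For these arrays the study described separate clusters of control and HMB muscle. Its methods state that features for clustering were selected by F or t statistics. Its gene set enrichment analysis of them reported lower proinflammatory signalling with HMB, and higher oxidative phosphorylation and mitochondrial translation. In cultured myotubes given TNFα it reported less nuclear NF-kB with HMB, and higher Myod and Myh7 by qPCR. Those cells are another system than the muscles measured here.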

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

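Chosen only after the results were seen were the tests of lymphocytes without stroma, of a shared diet difference, of control 7 alone, of the slow fibre covariate, of the part that slow fibre genes carry and of the diet for respiratory genes, and the weighing of the nerve pattern by its members and by HMB 5, while the exact test of each list and the left-out arrays were planned. For slow muscle the planned comparison of list differences (0.49 for slow fibre, 0.14 for complex I) went its way within a wide spread and the covariate left it open. The part carried, computed last, comes from that same fit and is no separate test. In each group the gap between the farthest array and its nearest neighbour was divided by the range of the group, and 32 of 166 groups of values exceeded the critical ratio, where chance gives about 1 in 20, or 8.3. Of these, 14 had control 7 as the far array and 6 had HMB 4.

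Control 7 stood apart in lymphoid genes, with gap ratios of 0.949 for the B cell, 0.926 for the T cell, 0.894 for the lymph node stroma, 0.850 for the NK cell and 0.657 for the MHC list, and with 0.676 for adipocyte genes. Without it 0.609% of the T cell difference was left (-0.0036 with SE 0.0927), which argues against a measured difference of that size shared by the animals. In 18 of the 25 T cell genes both group means lay under the lowest intron median, so a diet difference in those genes could go unseen. Lymphocytes without stroma are argued against too, since the mean of 5 vessel and stroma genes was 8.79 on control 7, 3.20 above the highest other array, where the others spanned 0.340. Of these genes Cxcl13 (15.34), Ccl21a (13.79) and Glycam1 (9.30) were high, while Chst4 (2.82) and Madcam1 (2.69) lay within the range of the other arrays. Lymph node tissue left on this sample, with fat around it, is a candidate explanation, while a smaller diet difference and an organised infiltrate in this muscle stay open and were not tested.

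Respiratory genes were low on control 7, with gap ratios of 0.703 for complex I and 0.741 for the mitochondrial ribosome, and this array alone may account for most of the pattern, as 32.1% of the complex I shift was left without it. More slow muscle in HMB samples stays open. The slow fibre list differed by 0.49 (SE 1.11, exact p 0.668). At 2 SE above its slope within groups, that difference carried 0.0369 of the complex I shift of 0.138. For complexes II to V it carried 0.0403 of 0.136. This part comes from the same fit as the covariate, which left complex I at 0.128 (SE 0.108, adjusted p 0.000967 by limma's camera and 0.787 with an estimated correlation). As that remainder is little larger than its SE, the part carried does not decide the question. Without control 7 the same bound was 0.0239 of 0.0442 for complex I. A lower share of non-muscle cells stays open, since the muscle lists shifted within their spread, glycolysis by 0.0370 (exact p 0.382) and fast fibre genes by 0.08 (exact p 0.360). An effect of the diet cannot be told apart from chance by the remaining shift of 0.0442 (SE 0.0510, exact p 0.383).

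Nerve genes were lower in HMB muscle, and HMB 5 was lowest with a gap ratio of 0.585. HMB 5 as the whole cause of the measured shift is argued against, since -0.381 was left without it, which is 71.4% of the shift. The exact p of that remainder, 0.00524, was not adjusted over the lists, so it does not exclude chance. Of the measured markers 100% were lower in HMB, among them Mbp, Pmp22 and Mal. A smaller piece of nerve in the dissected samples would give this. The count was known before it was weighed, so it is no test of that explanation. Less nerve tissue and an effect of the diet on nerve cannot be told apart, since both lower the same genes. Chance is not excluded for the shift over all arrays either, as its exact p adjusted over all lists was 0.0886.

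Among controls, control 7 was also lowest in smooth muscle genes (10.48, ratio 0.698), in the separation of exon from intron controls (0.660), in correlation with other arrays (0.821) and in Myod1 (6.95, ratio 0.573), and highest in Elmo1 (10.15, ratio 0.746) and on component 1 (ratio 0.810).

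HMB 4 was highest in its group in keratinocyte genes (ratio 0.777), in cell cycle genes (6.94, ratio 0.669), in amino acid starvation genes (10.11, ratio 0.704) and in Nfkbia (12.93, ratio 0.637), and lowest in Myod1 (5.85, ratio 0.777) and on component 2 (ratio 0.608).

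Among controls, control 2 was lowest in fast fibre genes (17.45, ratio 0.739) and endothelial genes (10.30, ratio 0.633), and highest in glucocorticoid targets (13.25, ratio 0.786), immediate early genes (9.39, ratio 0.606) and atrophy genes (12.98, ratio 0.581). Control 3 was the highest control in extracellular matrix genes (11.15, ratio 0.715).

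Among single genes in HMB, Nuggc was highest on HMB 3 (ratio 0.583), Ccno on HMB 5 (0.581), Kcne2 on HMB 6 (0.644) and Myf6 on HMB 5 (0.571), and Col4a2 was lowest on HMB 6 (8.04, ratio 0.648).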

How the results depend on the processing

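The fits without control 7 and HMB 4 and with a slow fibre covariate were chosen only after the results were seen. Of 2232 values over 83 results and 33 other settings, 2079 kept their side of the threshold or stayed within 1.5 times the count. Of 946 values of named genes 0 passed the threshold and 32 had the opposite sign, all in 9 genes of the panel (Mstn, Mtor, Myh7, Myod1, Nfkbia, Ppargc1a, Rela, Tnf and Trim63). Of list values 68 had the opposite sign, in 19 lists, of which 1 value belongs to a called list (T cell, without control 7 and HMB 4). Limma called 0 genes after adjustment in every setting run. The cause of the changes below was not tested except where fewer genes or arrays were used. With quantile normalisation again, NF-kB targets gave -0.17 and interferon genes -0.12, and both calls were lost. With genes at or above the median level, where fewer genes were tested, 403 genes had an unadjusted p under 0.05 and 7 lists passed. There NF-kB gave -0.060, interferon -0.13, cell cycle -0.065, circadian 0.30 and T cell genes -0.30, all no longer called. The B cell and keratinocyte lists kept under 5 genes at that level and were not tested. Array weights gave 6 lists, with NF-kB -0.18, interferon -0.090, T cell -0.19, B cell -0.31, MHC -0.21, fatty acid oxidation 0.14, keratinocyte 0.21 and circadian genes 0.24, all no longer called. Without control 7 and HMB 4, 5 lists passed, and complex I gave 0.046, complexes II to V 0.052, NF-kB -0.16, interferon -0.11, MHC -0.096, fatty acid oxidation 0.067, keratinocyte 0.043, circadian 0.22 and B cell -0.017, all no longer called, while T cell genes turned to 0.012. With an estimated correlation, fry, the exact test and the running sum 0 lists passed, and the shifts were by construction those of the main test: complex I 0.14, complexes II to V 0.14, mitochondrial ribosome 0.19, NF-kB -0.21, interferon -0.15, T cell -0.59 and B cell -0.90. Their adjusted p were 0.716 with an estimated correlation, 0.745 to 0.767 with fry and 0.631 to 0.829 in the exact test. For the running sum their false discovery rates by permutation were 0.762 to 1. Of all 38 lists, Schwann cell and nerve genes came closest to the threshold in each of these tests. Their adjusted p were 0.419 with an estimated correlation, 0.444 with fry and 0.0886 in the exact test. Their running-sum false discovery rate was 0.0610.

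Leaving out each array in turn gave 5 to 17 lists (5 without control 7, 9 without control 3) and 798 to 1050 genes at an unadjusted p under 0.05. Shifts ran from 0.044 to 0.17 for complex I, 0.053 to 0.18 for complexes II to V, 0.09 to 0.22 for the mitochondrial ribosome, -0.27 to -0.11 for NF-kB, -0.22 to -0.061 for interferon, -0.71 to -0.0036 for T cell, -1.07 to -0.013 for B cell and -0.25 to 0.055 for macrophage genes. For complexes I to V, MHC, T cell and B cell genes the call ended without control 7, and macrophage (-0.25) and mast cell markers (-0.42) passed without HMB 4, mast cell markers also without both control 7 and HMB 4 (-0.38). No pairing of the animals by replicate number was seen in these values: correlations of same-number arrays after centring were -0.0748 to 0.121, and 0 of 7 had its own number as best match. This cannot exclude that the numbers reflect a shared handling. With the number as a block, 958 genes passed before and 0 after adjustment, and 13 lists passed, while the circadian call was lost (adjusted p 0.0601 by limma's camera). Background limits what single genes can show, since 22.1% to 24.5% of genes per array exceeded it.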

Other observations

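The relations with slow fibre genes and the values of HMB 4 were chosen only after the data were seen, while the splits of the arrays were planned. Muscles differed widely in slow fibre genes within both groups. The list mean ran from 6.52 on control 2 to 14.44 on HMB 4, and the slow myosin Myh7 from 4.30 to 15.26. Relations of the slow fibre mean with 8 other lists were computed on deviations from the group mean over 14 arrays, with 100000 permutations. Fatty acid oxidation genes went with slow fibre genes (r 0.809, permutation p 0.000750, adjusted 0.00600; rho 0.767, p 0.00320, adjusted 0.0128), and r was 0.756 without control 2 and HMB 4, the farthest arrays. Genes of leucine and HMB metabolism did so too (r 0.781, permutation p 0.00169, adjusted 0.00676; rho 0.815, p 0.00120, adjusted 0.00960), with r 0.796 without those arrays. Mitochondrial biogenesis genes gave r 0.642 (permutation p 0.0188, adjusted 0.0471) and rho 0.631 (p 0.0213, adjusted 0.0567), with r 0.637 without those arrays. Fast fibre genes gave r 0.664 (permutation p 0.0235, adjusted 0.0471), rho 0.442 (p 0.112, adjusted 0.178) and r 0.594 without those arrays. Complex I gave r 0.215 (permutation p 0.481) and rho 0.393 (p 0.170), complexes II to V r 0.360 (p 0.257) and rho 0.569 (p 0.0408, adjusted 0.0816), the mitochondrial ribosome r 0.0521 (p 0.862) and rho 0.156 (p 0.585), and glycolysis r -0.380 (p 0.226) and rho -0.424 (p 0.143).

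HMB 4 held higher values than the other arrays for inner root sheath genes of the hair follicle: Krt71 was at 10.37, Krt27 at 10.06, Krt25 at 9.35 and Tchh at 10.18, where the highest other arrays were at 4.99, 6.42, 3.72 and 5.71. All of these values on HMB 4 lay under the intron control percentile of that array (10.71). Krt5 (4.79) and Krt14 (4.80) were above the other arrays by less, and Krt1 (3.03) and Krt10 (5.33) of the epidermis lay within the range of the others. These genes were picked from the keratinocyte list after their values were seen.

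Results of the real split were compared with 100 splits of the 14 arrays. For genes after adjustment the real count of 0 fixes the outcome, 100 of 100 splits with as many, so that comparison decides nothing, and the highest of the others was 1 gene. For unadjusted p the real split gave 885 genes, 41 of 100 splits gave as many, and the highest other gave 1774. For gene lists the real split gave 14, 67 of 100 splits gave as many, and the highest other gave 21. After selection of 500 genes by t for each split, the distance between groups on component 1 was 5.65, 37 of 100 splits gave as large a distance, and the highest other was 12.3. In 98 of the 99 other splits the groups also separated with no overlap. Chance can be excluded for none of these last results, that is the genes at unadjusted p, the lists and the distance.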
